A study of Mus musculus with 48 samples.

How the data were processed

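The series comprises bulk RNA-seq of 48 mouse sarcomas, 16 allografts and 32 primary tumours, in 8 groups defined by tumour kind, radiation dose (0 or 20 Gy) and antibody (isotype or anti-PD-1). Per the labels' protocols, tumours were treated once they had grown to a fixed size, the antibody was given just before irradiation of the hind limb, and tumours were harvested on day 3. RNA was taken forward only above a stated integrity number, and strand-specific libraries were made from poly(A)-selected RNA, per the labels. Groups were taken from the labels, and replicates were numbered in accession order within a group, so that a number only names a tumour and pairs nothing.

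The authors deposited 1 table of raw whole-number counts per Ensembl gene, with 36854 genes and 48 columns, each matched to 1 sample by its name. The name of the table refers to a first run, so the totals and depths given here are those of this table, and counts of any further run are not included. The aligner, the counting program, the genome build, the annotation and whether counting used strand are not stated, so values of antisense, overlapping and near-identical genes are uncertain and no coordinates are given. Symbols were taken from the GENCODE M21 annotation by gene identifier. It named 36796 of the 36854 genes and left 58 unnamed. There were 0 columns of unlisted samples and 0 entries naming no gene. Mitochondrial genes took 0.371 to 2.71% of a sample's counts, and Gm42418, a gene that overlaps ribosomal RNA sequence and is uncertain for that reason, took 0.957 to 7.19%. Counts of the 136 pairs of tumours within a group differed by far more than sampling noise (chi-square per degree of freedom 105 to 1235), and so did those of the 992 pairs between groups (68.4 to 1165), so no library was present in duplicate.

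Totals of 31.8 to 54.0 M counts per sample make counting error small beside the spread between tumours for genes of several counts-per-million (CPM), and it weighs most on genes below 1 CPM. Reads carry no molecular identifiers that would show duplicates from amplification. Tumour pieces can hold unequal amounts of surrounding muscle and of host cells, so that a change in expression can be a change in the mixture of cells.

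All computation began from the deposited counts. Genes with too few counts were removed with filterByExpr by group, samples were scaled by the trimmed mean of M values (TMM), and edgeR's quasi-likelihood F test gave log2 fold changes and p-values, adjusted by Benjamini-Hochberg over all genes tested. A gene is called when its adjusted p is below 0.05. The SE of a log2 fold change was taken as its size divided by the square root of F. The 4 groups of a tumour kind entered 1 fit with a coefficient per group (17746 genes in the allografts, 17770 in the primary tumours). The baseline comparison used only the 2 groups compared (17357 genes), and the 3 interactions with tumour kind used all 48 samples (19327 genes). CPM values are TMM-normalised, given as mean ± SD over tumours. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

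The groups, the tests, the alternatives other than those named as added, the gene lists, the panel and the rule for naming genes were fixed before the data were examined. The rule names, for each comparison, up to 3 genes higher and 3 lower with the smallest p among called genes with a mean of at least 5 CPM in the higher group. It also selects the 12 panel genes whatever their values, and Trp53 in every sample. The panel includes Trp53, Cdkn1a, Mki67, Cd274 (the gene of the PD-1 ligand PD-L1), Pdcd1, Cd8a, Gzmb, Ifng, Cxcl9, Foxp3 and Adgre1. Some genes that the rule selects are not reported here. The panel was read in 7 comparisons (baseline and, in each tumour kind, 20 Gy, anti-PD-1 and the combination, each against 0 Gy with isotype) with p-values adjusted over the list alone and over all genes. In the same 7 comparisons 13 lists of 8 to 20 marker genes were tested with camera at a preset correlation of 0.01 and with fry. The lists cover the type I interferon response, the interferon gamma response, T cell and cytotoxic genes, inhibitory receptor and activation genes, B cells, macrophages, neutrophils and monocytes, MHC class II, the cell cycle, p53 targets, extracellular matrix, endothelium and skeletal muscle. They share 0 genes with each other. In the 16 allografts most of the list genes were above 1 CPM in every tumour (20 of 20 for type I interferon and cell cycle, 13 of 16 for skeletal muscle), the B cell list being the exception with 1 of 12. A marker list is therefore no count of cells.

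The spread within a group was the mean over pairs of tumours of the root mean square difference in log2 CPM over the 500 most variable genes, compared between the 4 primary and 4 allograft groups with a 2-sided exact permutation test. The radiation effects of the tumour kinds were compared over genes tested in both fits by Pearson correlation and by Fisher's exact test. Beside each comparison, calls were counted for other divisions of the same tumours into groups of the same sizes, over all 35 divisions of 4 and 4 tumours, 100 drawn divisions in the primary tumours and at baseline, and 60 drawn divisions for interactions.

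Alternatives were DESeq2's test, DESeq2's size factors in edgeR, no expression filter, a covariate for the skeletal muscle list, a covariate for the first digit of the animal identifier, all 48 samples in 1 fit, only the 2 groups compared, fry in place of camera, and leaving out each tumour in turn. A covariate for log2 CPM of Xist was added after Xist and Y-linked counts had been seen. A covariate for each library's gene length trend, taken from exon lengths in GENCODE M21, was added after the counts under other divisions of the allografts had been seen.

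The procedure was tested on simulated counts in which 200 genes were changed. Each gene was drawn independently around its pooled mean, and changed genes came only from those above a set count. The simulation therefore held no correlation between genes, no length trend and no differing mixture of cells. Its shares of false calls do not cover these sources, and other divisions of the real allografts gave up to 3099 genes. In the simulated allograft radiation comparison (17538 genes) edgeR called 38% of genes changed 2-fold and 85% of those changed 4-fold, and 5.38% of calls were false. In the simulated primary radiation comparison (17615 genes) the shares were 66%, 85% and 5.03%. For the baseline (17101 genes) they were 39%, 87% and 1.56%, and for the interaction of tumour kind with dose (19034 genes) 22%, 78% and 4.76%. A list shifted as a whole was called by camera and fry in each simulated group comparison, and fry also called 1 unshifted list in the simulated baseline.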

Results

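Messenger RNA was sequenced from 48 mouse soft-tissue sarcomas of 2 kinds, each harvested on day 3 after treatment. The 32 primary tumours arose in the calf muscle of mice with floxed p53 alleles, where an adenovirus carrying Cre recombinase deletes the p53 gene and the carcinogen MCA was injected afterwards. The 16 allografts grew from cells of a single line injected into the same muscle of syngeneic mice. Within each kind the tumours fell into 4 groups by radiation dose to the hind limb (0 or 20 Gy) and by antibody (an isotype control or a murine antibody against PD-1, an inhibitory receptor on T cells). There were 4 tumours per allograft group and 8 per primary group. The design therefore asked how radiation, PD-1 blockade and their combination changed tumour expression, and whether the changes differed between transplanted and primary tumours.

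The deposited table held whole-number read counts for 36854 genes, and the total per sample ran from 31.8 to 54 M (M, mega) with a median of 41.2 M. In the allografts the totals were 39.6 to 44.7 M at 0 Gy with isotype, 40.3 to 54 M at 0 Gy with anti-PD-1, 38.0 to 53.3 M at 20 Gy with isotype and 36.8 to 41.9 M at 20 Gy with anti-PD-1. Those of the primary tumours were 37.7 to 49.2, 37.7 to 53.3, 31.8 to 46.5 and 34.7 to 51.4 M in the same order. At these depths the spread between tumours, not counting error, limited the comparisons. The biological coefficient of variation that edgeR estimated was 0.375 within the allograft groups and 0.50 within the primary groups.

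Because the tumours were made by deleting p53, Trp53 (ENSMUSG00000059552) was read first in every sample. Trp53 transcripts were counted in all 48 tumours. In the unirradiated allografts the TMM-normalised level was 30.9 ± 5.20 counts-per-million (CPM; SD, n = 4; range 26.1 to 38.2) with isotype and 33.9 ± 9.88 CPM (n = 4; 25.5 to 46.6) with anti-PD-1. After 20 Gy it was 41.7 ± 1.59 CPM (n = 4; 39.7 to 43.4) with isotype and 41.8 ± 2.65 CPM (n = 4; 39.3 to 44.7) with anti-PD-1. Primary tumours held 24.5 ± 2.98 CPM (n = 8; 19.9 to 27.7) and 30.2 ± 9.28 CPM (n = 8; 20.9 to 49.1) at 0 Gy with isotype and anti-PD-1, and 34.9 ± 13.7 CPM (n = 8; 23.8 to 62.7) and 32 ± 8.97 CPM (n = 8; 21.5 to 50.2) at 20 Gy. A count over the whole gene does not show which exons were transcribed and includes RNA of host cells with intact p53, so these values neither show nor exclude the deletion in the tumour cells.

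**Figure D1:**
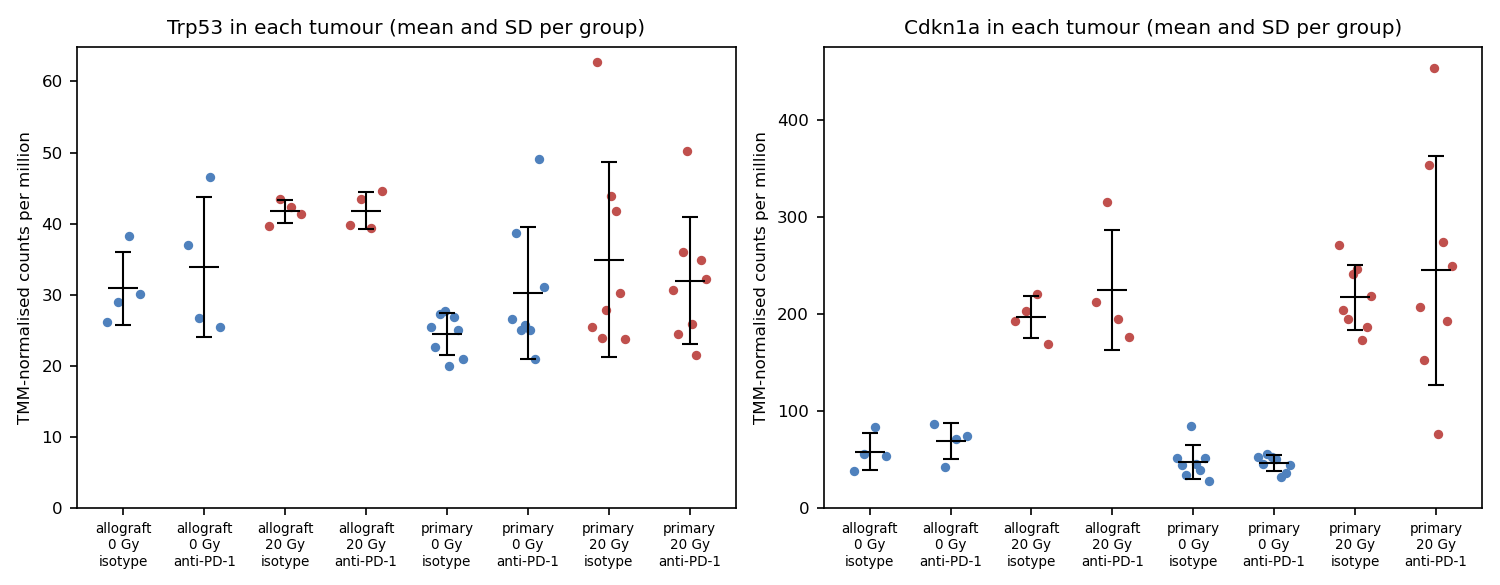
TMM-normalised counts-per-million of Trp53 (left) and Cdkn1a (right) in each of the 48 tumours, with 1 point per tumour (blue 0 Gy, red 20 Gy) and the mean and SD of each group as bars. Cdkn1a lay between 27.8 and 84.7 in the unirradiated primary tumours, and 1 irradiated primary tumour (20 Gy with anti-PD-1, 76.1) fell in that range.

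The baseline comparison asked how primary tumours differed from allografts without treatment (0 Gy with isotype, 8 against 4). edgeR's quasi-likelihood test called 1738 of 17357 genes, 1046 higher and 692 lower in the primary tumours, and 1138 of them differed more than 2-fold. DESeq2 called 2868 genes, the alternative that raised this count most. The 3 genes with the smallest p among those higher in primary tumours were Sgce (ENSMUSG00000004631, log2 fold change 2.55, SE 0.21, adjusted p 6.96e-05; 60.3 ± 9.97 CPM, n = 8, against 10.2 ± 3.14 CPM, n = 4), Stox2 (ENSMUSG00000038143, 2.99, SE 0.29) and Rian (ENSMUSG00000097451, 4.65, SE 0.45), both with an adjusted p of 0.000172. The 3 lower genes were Slc48a1 (ENSMUSG00000081534, −1.67, SE 0.12, adjusted p 4.25e-05; 68.2 ± 9.61 against 216 ± 19.5 CPM), Dmrta2 (ENSMUSG00000047143, −6.32, SE 0.48, adjusted p 4.25e-05) and Dlx1 (ENSMUSG00000041911, −7.05, SE 0.58, adjusted p 6.96e-05). For each of these 6 genes all 8 primary tumours lay beyond the range of the 4 allografts. All allografts came from a single line, so a property of that line and a property of transplantation are not separable here. The first digit of the animal identifier in the labels was 4 in all 8 of these primary tumours and in 0 of the 4 allografts, so whatever that digit stands for is also confounded with this comparison. Primary replicates 2, 3, 4, 7 and 8 held Xist above 10 CPM and the Y-linked gene Ddx3y below 1 CPM. Ddx3y was at 52.3 to 68.2 CPM in the 4 allografts, so Y-linked expression is partly confounded with this comparison too. Leaving out allograft replicate 1, 2 or 4 lowered the count to 973, 732 or 810.

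The radiation comparison in the allografts (20 Gy against 0 Gy with isotype, 4 against 4) gave 912 of 17746 genes, 780 of them higher after 20 Gy, with 592 changed more than 2-fold. DESeq2 called 1530, and the alternative that moved the count most was a covariate for the first identifier digit, under which edgeR called 196. Single tumours moved this count: it was 353, 294, 1415 and 302 without replicates 1, 2, 3 and 4 of the 0 Gy group. It was 588, 512 and 450 without replicates 1, 3 and 4 of the 20 Gy group. Of the 35 ways to divide the same 8 tumours into 4 and 4, 1 besides the real one gave more genes, 1205. The higher genes with the smallest p were Herc6 (ENSMUSG00000029798, log2 fold change 1.9, SE 0.19, adjusted p 0.000611; 46.1 ± 11.4 against 12.5 ± 1.962 CPM, n = 4 each), Slfn4 (ENSMUSG00000000204, 3.09, SE 0.32, adjusted p 0.000611; 161 ± 60.3 against 19.2 ± 4.78 CPM) and Irf7 (ENSMUSG00000025498, 3.12, SE 0.36, adjusted p 0.000909; 1260 ± 360 against 147 ± 50.9 CPM). Lower genes with the smallest p included Idi1 (ENSMUSG00000058258, −1.99, SE 0.22, adjusted p 0.000909; 3.9 ± 0.513 against 15.9 ± 4.09 CPM) and Gas2 (ENSMUSG00000030498, −1.59, SE 0.25, adjusted p 0.00249; 4.84 ± 0.892 against 14.8 ± 4.17 CPM). In the fit of all 48 samples Slfn4 no longer passed, with an edgeR adjusted p of 0.0767.

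With anti-PD-1 in both allograft groups, 20 Gy changed 703 genes, 556 higher and 147 lower, and DESeq2 called 1664. A fit of only these 2 groups called 1 gene, Slfn4. In that fit the calls of Herc6, Ifit1bl1, Idi1 and Cyp51, named below, were lost with an edgeR adjusted p of 0.0531 to 0.0570, and that of Idi1 (0.0732) also in the fit of all 48 samples. Leaving out replicate 2 or 4 of the 0 Gy group gave 266 or 184 genes, and leaving out replicate 2, 3 or 4 of the 20 Gy group gave 435, 231 or 1275. Of the 35 divisions of these tumours into 4 and 4, 2 besides the real one gave more genes, 1701 and 3099. Slfn4 (log2 fold change 3.91, SE 0.33, adjusted p 8.71e-05), Herc6 (1.56) and Ifit1bl1 (ENSMUSG00000079339, 3.11) rose with the smallest p, and Idi1 (−1.68) and Cyp51 (ENSMUSG00000001467, −1.52) were among those that fell. Xist was above 10 CPM in 1 of 4 allografts at 0 Gy and in 3 of 4 at 20 Gy, in each antibody arm, so Xist status is partly confounded with dose. With Xist as a covariate edgeR called 461 genes with isotype and 283 with anti-PD-1. The 2 allograft comparisons of dose share no tumours, and 489 genes were called in both, all 489 with the same sign.

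Given isotype, primary tumours changed after 20 Gy in 2575 of 17770 genes against 0 Gy with isotype (8 against 8), 1395 higher and 1180 lower, and 1247 more than 2-fold. DESeq2 called 3045. Leaving out replicate 5 of the 20 Gy group gave 1706. Ifi207 (ENSMUSG00000073490) rose from 29.6 ± 3.67 to 109.2 ± 17.2 CPM (SD, n = 8 each; log2 fold change 1.91, SE 0.18, edgeR adjusted p 1.40e-07). Cdkn1a (ENSMUSG00000023067) rose from 47.2 ± 17.2 to 217 ± 33.4 CPM (log2 fold change 2.22, SE 0.25, adjusted p 1.95e-06) and Il1rn (ENSMUSG00000026981) from 8.4 ± 3.89 to 70.3 ± 24.7 CPM (3.09, SE 0.34, adjusted p 1.95e-06). For each of these 3 genes 8 of 8 irradiated tumours lay above the highest control. The lower genes with the smallest p were Stard4 (ENSMUSG00000024378, −0.90, SE 0.12, adjusted p 2.97e-05; 28.4 ± 1.94 against 53.9 ± 10.5 CPM), Hmgcs1 (ENSMUSG00000093930, −1.40, SE 0.20, adjusted p 4.11e-05) and Pcyt1b (ENSMUSG00000035246, −2.07, SE 0.31, adjusted p 6.77e-05). With anti-PD-1 in both groups 20 Gy changed 1407 genes, 1077 higher and 330 lower, and DESeq2 called 2188. Without replicate 4 of the 20 Gy group edgeR called 896. Ifi207 (1.87), Cdkn1a (2.46) and Il1rn (2.60) again had the smallest p among higher genes, and Stard4 (−0.76), Sertad4 (ENSMUSG00000016262, −1.40) and Iqgap3 (ENSMUSG00000028068, −1.14) among lower ones. Of the genes called in these 2 comparisons, which share no tumours, 944 were called in both, all with the same sign.

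**Figure D2:**
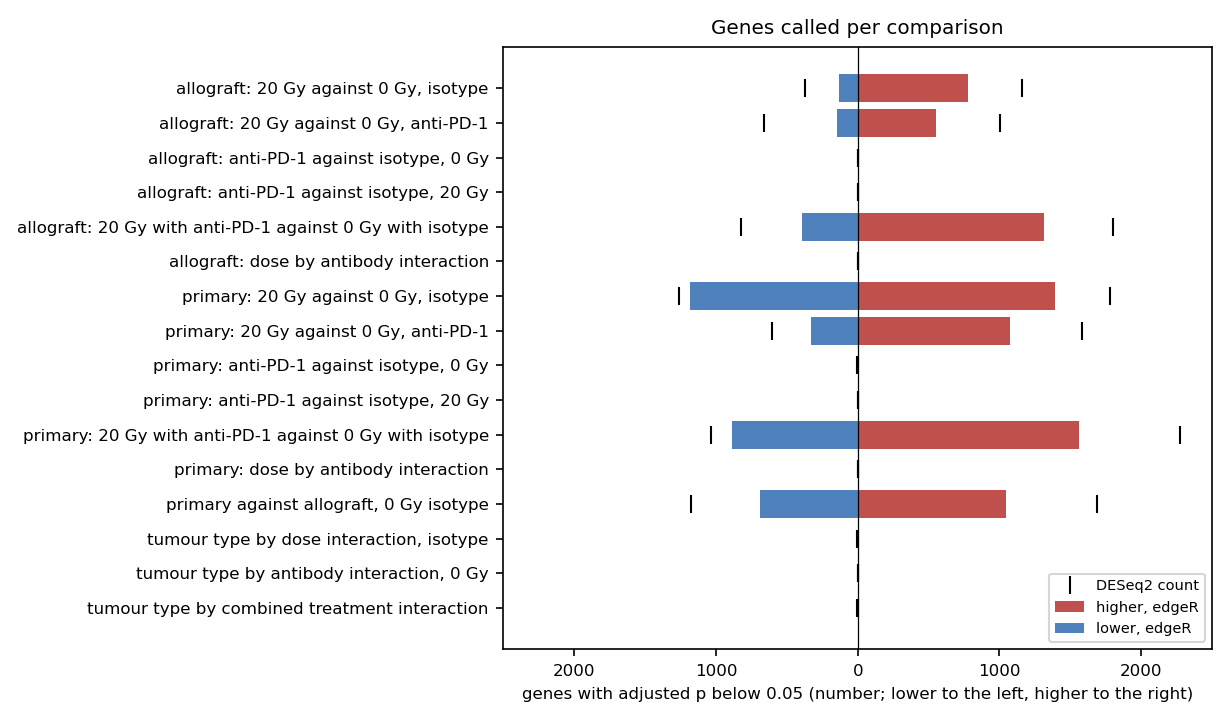
Number of genes with an edgeR adjusted p below 0.05 in each of the 16 comparisons, higher to the right (red) and lower to the left (blue), with the DESeq2 counts as black ticks. Radiation comparisons reached 703 to 2575 genes without a change of antibody, while the comparisons of antibody alone had 0.

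The radiation effects with isotype were compared between the tumour kinds over the 17167 genes tested in both, which share no tumours. The log2 fold changes correlated across genes with a Pearson r of 0.377, where genes are not independent replicates. Averaging the antibody arms moved this value most, to 0.527, and the rank correlation was 0.252. Of these genes 894 were called in the allografts and 2528 in the primary tumours, and 602 were called in both against 131.7 expected if the calls were independent (2-sided Fisher's exact test over genes, p = 7.55e-303). Of the 602, 600 had the same sign, and 851 (95.2%) of the 894 allograft genes had the same sign in primary tumours.

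**Figure D3:**
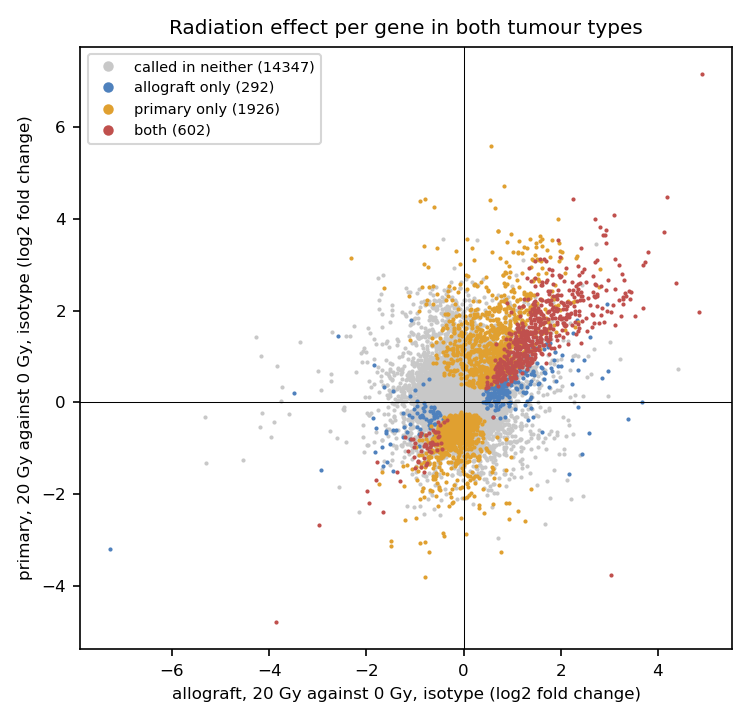
Log2 fold change of 20 Gy against 0 Gy with isotype in allografts (horizontal axis) and in primary tumours (vertical axis), 1 point for each of the 17167 genes tested in both, coloured by where the gene was called. Of the 602 genes called in both kinds, 600 have log2 fold changes of the same sign on both axes.

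Anti-PD-1 alone was compared with isotype at each dose. In the allografts edgeR called 0 genes at 0 Gy (299 of 17746 had an unadjusted p below 0.05; DESeq2 called 0) and 0 at 20 Gy (682 unadjusted; DESeq2 0). The smallest adjusted p was 1 at 0 Gy and 0.682 at 20 Gy. For the primary tumours edgeR called 0 genes at 0 Gy (412 of 17770 unadjusted; DESeq2 called 3) and 0 at 20 Gy (1443 unadjusted; DESeq2 called 5). The DESeq2 genes, looked up after their values were seen, were Colec10, F2rl2 and Tex11 at 0 Gy and Kif21a, Nqo1, Pthlh, Rpl39l and Snap25 at 20 Gy. These counts stayed at 0 in edgeR whichever tumour was left out.

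The combination (20 Gy with anti-PD-1 against 0 Gy with isotype) changed 1714 genes in the allografts, 1318 higher and 396 lower, with 1083 over 2-fold, and DESeq2 called 2626. Leaving out replicate 1, 2 or 4 of the 0 Gy isotype group gave 919, 1050 or 1030. Slfn4 (log2 fold change 3.80, SE 0.33, adjusted p 0.000118), Herc6 (2.04) and Ikbke (ENSMUSG00000042349, 1.54) rose with the smallest p, and Idi1 (−1.79) and Mum1l1 (ENSMUSG00000042515, −1.42) were among those that fell. The combination changed 2446 genes in the primary tumours, 1561 higher and 885 lower, with 1337 over 2-fold, and DESeq2 called 3310. Ifi207 (1.91), Cdkn1a (2.40, from 47.2 ± 17.2 to 245 ± 118.01 CPM, n = 8 each) and Il1rn (3.29) rose, and Bend6 (ENSMUSG00000042182, −1.09), Qsox1 (ENSMUSG00000033684, −0.95) and the mast cell protease gene Mcpt2 (ENSMUSG00000022226, −5.57, SE 0.91, adjusted p 0.000229) fell. Mcpt2 belongs to a family of similar genes, which makes its count uncertain. It varied widely among the controls (14 ± 17.5 CPM, n = 8) and was at 0.291 ± 0.338 CPM in the treated tumours. Over the genes tested in both kinds, 897 were called under the combination in both, all with the same sign.

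Whether an effect differed between groups was tested directly. The interaction of dose with antibody gave 0 genes in the allografts (269 with an unadjusted p below 0.05; DESeq2 0) and 0 in the primary tumours (756 unadjusted; DESeq2 1, Cck). In the fit of all 48 tumours over 19327 genes, the interaction of tumour kind with dose under isotype gave 1 gene in edgeR (1914 unadjusted) and 5 in DESeq2 (Arg1, Lbh, Mmp13, Swap70 and Tph2). The edgeR gene was Swap70 (ENSMUSG00000031015, difference of log2 fold changes −0.92, SE 0.17, adjusted p 0.0393). Swap70 was at 69.9 ± 8.93 and 104.3 ± 10.7 CPM in the 0 and 20 Gy allografts (n = 4 each), and at 99.2 ± 13.5 and 78.1 ± 7.52 CPM in the primary tumours (n = 8 each). The call was lost, with an adjusted p of 0.0615 to 0.541, under size factors from DESeq2, without the expression filter and with the muscle, Xist or identifier covariate. It was also lost in 19 of the 24 fits that left out 1 tumour. For this interaction edgeR also called Coro1b (adjusted p 0.00585) and Pea15a (0.0211) with the length trend covariate, and Tph2 (0.0407) without replicate 3 of the 20 Gy isotype allografts. The interaction of tumour kind with antibody at 0 Gy gave 0 genes (146 unadjusted; DESeq2 1, Skint3) and that with the combined treatment 0 (1239 unadjusted; DESeq2 4, Abi1, Arg1, Nr4a1 and Skint3). The genes named here other than Swap70 were looked up after their values were seen. For the combined treatment edgeR called Nr4a1 (adjusted p 0.0307) without replicate 4 of the allografts given 20 Gy and anti-PD-1. So most radiation calls made with isotype in 1 tumour kind and not in the other were not shown by edgeR to differ between the kinds, and the interaction of tumour kind with dose under anti-PD-1 was not tested.

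For cell types and pathways, 13 lists of marker genes were tested with camera, and fry was run beside it because camera presets the correlation between genes at 0.01. P-values were adjusted over the 13 lists of a comparison. After 20 Gy with isotype, camera called 9 lists in the allografts (8 up, 1 down) and fry 3 of these, the type I interferon, interferon gamma and p53 target lists. The type I interferon list had a median log2 fold change of 2.70 (20 of 20 genes higher; camera adjusted p 4.00e-68, fry 0.000107), the interferon gamma list 1.11 (19 of 19; fry 0.00597) and the p53 target list 0.43 (13 of 16; fry 0.00284). The lists called by camera alone were macrophage (median 0.81), neutrophil and monocyte (0.79), MHC class II (0.59), endothelial (0.39), T cell and cytotoxic (0.30) and cell cycle (−0.33). The inhibitory receptor (0.07) and skeletal muscle (−0.64) lists were not called. For the B cell list the median (−0.08) differed in sign from the mean (0.13) and from camera's direction, and for the extracellular matrix list camera's direction (down, adjusted p 0.584) differed in sign from the median (0.04) and the mean (0.13), and neither was called.

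Among primary tumours camera called 11 lists after 20 Gy with isotype (9 up, 2 down) and fry 6. Both tests called type I interferon (2.03), interferon gamma (1.92), neutrophil and monocyte (2.54), inhibitory receptor (1.10), p53 target (0.45) and cell cycle (−0.80; 0 of 20 genes higher). Camera alone called T cell and cytotoxic (1.14), B cell (1.12), macrophage (0.63), skeletal muscle (2.21) and extracellular matrix (−0.44). MHC class II (0.87) and endothelial (−0.16) were not called. Under the combination camera called 11 lists in the allografts and fry 9 of them. Those called by both were type I interferon (2.49), interferon gamma (1.29), neutrophil and monocyte (1.41), macrophage (1.11), T cell and cytotoxic (1.06), MHC class II (0.99), inhibitory receptor (0.78), p53 target (0.70) and cell cycle (−0.76). B cell (0.75) and extracellular matrix (−0.29) were called by camera alone. In the primary tumours camera called 8 lists and fry 5 under the combination, the latter being type I interferon (1.64), interferon gamma (1.85), neutrophil and monocyte (2.89), p53 target (0.45) and cell cycle (−0.90).

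With anti-PD-1 alone at 0 Gy camera called 7 lists in the allografts and 5 in the primary tumours, all up, and fry called 0 in both. The largest allograft medians among the 7 were B cell (1.0), T cell and cytotoxic (0.89), interferon gamma (0.88) and inhibitory receptor (0.87), with fry adjusted p of 0.399, 0.213, 0.160 and 0.160. For the skeletal muscle list, not called, camera's direction was up while 0 of 16 genes were higher (median −0.28). The 5 lists of the primary tumours were neutrophil and monocyte (0.86), MHC class II (0.79), T cell and cytotoxic (0.76), interferon gamma (0.50) and inhibitory receptor (0.49). At baseline camera called 7 lists between primary tumours and allografts. Both tests found the neutrophil and monocyte (−1.92), T cell and cytotoxic (−1.40), MHC class II (−1.33), interferon gamma (−1.12) and inhibitory receptor (−1.07) lists lower in primary tumours. Camera alone called skeletal muscle lower (−2.12) and extracellular matrix higher (0.90). For the 3 counts of this paragraph the choice of fry over camera was the alternative that moved them most. For the allograft combination the 11 lists became 9 under fry and 13 with the Xist covariate.

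**Figure D4:**
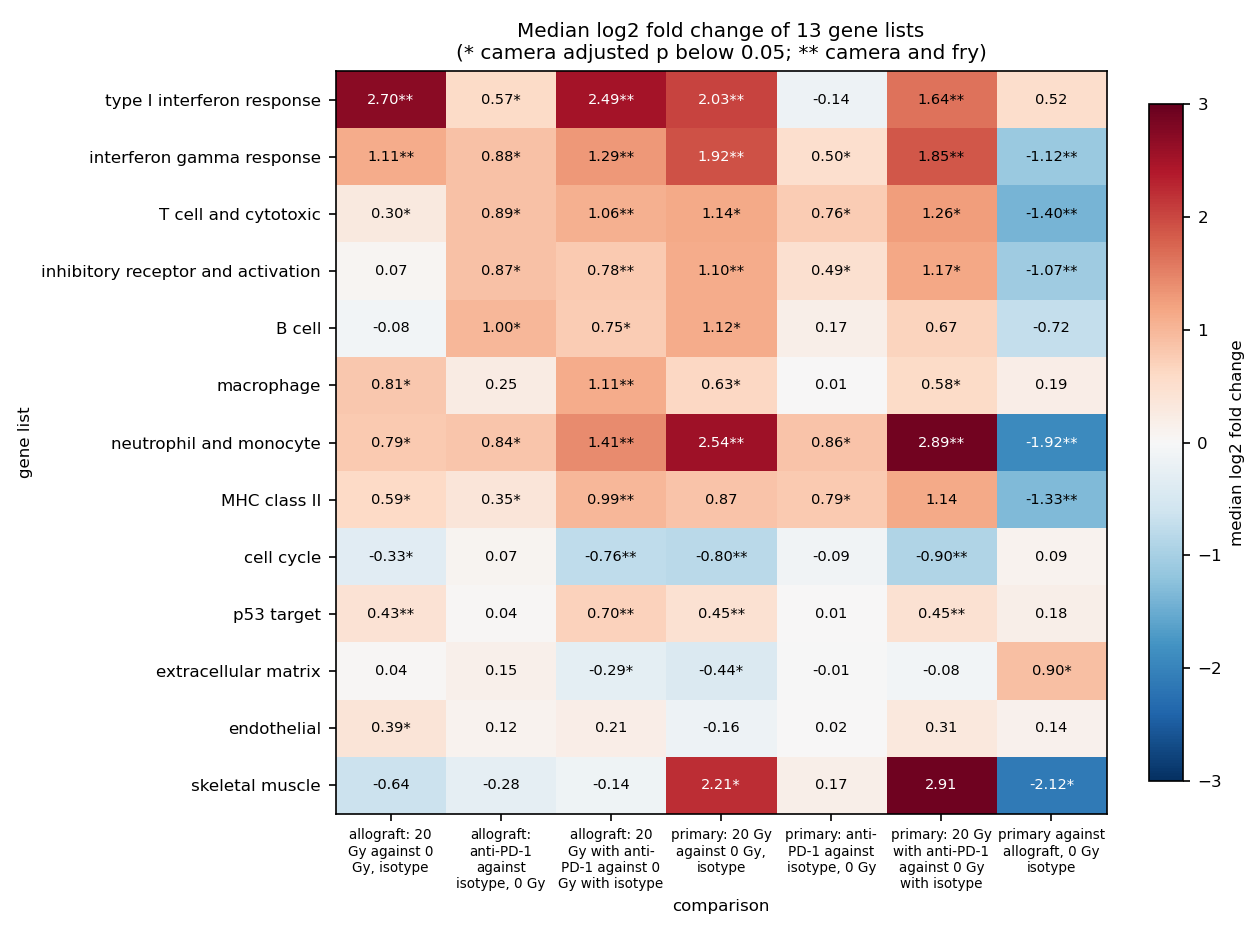
Median log2 fold change of each of 13 gene lists (vertical axis) in 7 comparisons (horizontal axis), printed in the cells and coloured from blue (lower) to red (higher). 1 asterisk marks a camera adjusted p below 0.05 and a pair of asterisks marks camera and fry; no list has the pair under anti-PD-1 alone.

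A panel of 12 genes fixed beforehand was read in the same 7 comparisons, with calls adjusted over the list alone and over all genes tested. After 20 Gy with isotype 5 panel genes rose in the allografts adjusted over the list alone (3 over all genes): Gzmb (log2 fold change 1.92, SE 0.48), Cdkn1a (1.79, SE 0.26), Cd274 (1.75, SE 0.40), Adgre1 (1.36, SE 0.41) and Trp53 (0.46, SE 0.18). Over the list alone their edgeR adjusted p were 0.00422, 5.84e-05, 0.00341, 0.0147 and 0.0466, and for each gene 4 of 4 irradiated tumours lay above the highest control. Without replicate 4 of the 0 Gy group 3 genes passed. Among primary tumours 8 panel genes passed adjusted over the list alone (5 over all genes). Cxcl9 (3.27, SE 0.65), Cd274 (2.90, SE 0.42), Ifng (2.29, SE 0.82), Cdkn1a (2.22, SE 0.25), Gzmb (2.00, SE 0.61), Adgre1 (0.75, SE 0.31) and Trp53 (0.53, SE 0.20) rose, and Mki67 fell (−0.80, SE 0.25). Cd274 went from 7.80 ± 5.72 to 57.2 ± 21.7 CPM, above the highest control in 8 of 8 tumours, and Ifng stayed below 1 CPM on average (0.725 ± 0.818). Pdcd1, Cd8a and Foxp3 did not pass in either tumour kind.

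With anti-PD-1 alone 0 panel genes passed in the allografts (12 of 12 higher; smallest adjusted p over the list alone 0.0673, Foxp3, log2 fold change 1.34, SE 0.42) and 0 in the primary tumours (9 of 12 higher; smallest 0.209). This allograft count was the one that alternatives moved most: DESeq2 and edgeR without the expression filter both called 7 genes over the list alone. It was 5, 7 and 1 without replicate 3 of the isotype group, replicate 2 and replicate 4 of the anti-PD-1 group. Under the combination 9 panel genes passed in the allografts (8 up, Mki67 down; 4 over all genes) and 7 in the primary tumours (6 up, Mki67 down; 5 over all genes). At baseline 5 panel genes were lower in primary tumours both over the list alone and over all genes: Ifng (−2.86), Cxcl9 (−2.75), Pdcd1 (−2.33), Cd8a (−2.19) and Cd274 (−1.76). None of the 60 panel interaction tests, 12 genes in 5 comparisons, passed over the list alone (smallest adjusted p 0.266).

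The design also allowed a comparison of how much tumours of 1 group differed from each other, asking whether genetically separate primary tumours varied more than allografts of a single line. The mean root mean square log2 distance between tumours over the 500 most variable genes was 2.93, 2.16, 2.95 and 2.38 in the allograft groups (0 Gy isotype, 0 Gy anti-PD-1, 20 Gy isotype, 20 Gy anti-PD-1). In the primary groups it was 3.14, 2.92, 3.10 and 3.86. The means were 2.60 and 3.26, a difference of 0.652 that a 2-sided exact permutation test of the 8 group values over 70 splits put at p = 0.0857, where 0.0286 is the smallest p possible. Over a wider set of variable genes, over all genes passing the filter, and over 500 genes without muscle-correlated ones the difference was 0.477, 0.226 and 0.643, each with an exact p of 0.0286.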

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

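The tests of exposure to radiation, of a wrong dose label and of sequencing depth in 1 primary tumour, its scores over raised and lowered genes and at wider limits, and the alternatives with the length trend and Xist covariates, were chosen only after the result was seen.

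Of 208 groups of values examined (totals, panel genes and gene lists in each of the 8 groups), 12 had a tumour whose gap to its nearest neighbour took an unusually large share of the group's range. Chance flags about 1 in 20 groups, which is 10.4 of the 208, so these 12 are about as many as chance gives. Of the 12, 6 were in the allografts and 6 in the primary tumours. The design names no difference within a group, so no biological explanation was tested for these single tumours, except the content of immune cells in 1 primary tumour discussed below.

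In total counts, replicate 1 of the 0 Gy isotype allografts was lowest in its group (39.6 M against 43.8 M for the next, a gap of 0.835 of the range). Replicate 1 of the 20 Gy isotype allografts was highest (53.3 against 40.6 M, 0.832). Both totals are deep enough for the genes named, and TMM scaling removes a difference in depth. Leaving out the first lowered the allograft radiation count from 912 to 353 and leaving out the second lowered it to 588, as leaving out most other tumours of these groups did.

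Adgre1, a macrophage gene, was highest in replicate 1 of the 20 Gy isotype allografts (336 against 240 CPM for the next, 0.881) and in replicate 2 of those given 20 Gy and anti-PD-1 (564 against 244 CPM, 0.974). Libraries differed in a trend of expression with gene length, and that trend was tested as a source of each gap. After its removal both tumours still stood apart, with shares of 0.864 and 0.866, which argues against the trend as the whole source. The same held for the interferon gamma list in replicate 5 of the 20 Gy isotype primary tumours (a mean log2 CPM of 8.05 against 7.18, 0.583, then 0.595), the neutrophil and monocyte list in replicate 4 of the 0 Gy anti-PD-1 primary tumours (5.14 against 2.87, 0.624, then 0.644) and the cell cycle list in replicate 6 of that group (6.78 against 6.15, 0.57, then 0.588). A different share of host cells in the piece sequenced may lie behind the first 4, but it was not tested.

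In the other cases the tumour was no longer beyond the limit once the length trend was removed, while its share changed little, so the trend and a difference in the tumour cannot be told apart. These were Gzmb in replicate 5 of the primary tumours given 20 Gy and anti-PD-1 (4.74 against 30.6 CPM, 0.536, then 0.484), Ifng in replicate 5 of the 20 Gy isotype primary tumours (2.66 against 0.708 CPM, 0.560, then 0.498) and Foxp3 in replicate 4 of the 0 Gy anti-PD-1 allografts (2.08 against 3.97 CPM, 0.831, then 0.813). The remaining ones were the T cell and cytotoxic list in replicate 4 of the 0 Gy isotype primary tumours (3.30 against 2.05, 0.528, then 0.450) and the extracellular matrix list in replicate 1 of the 0 Gy anti-PD-1 allografts (9.10 against 9.76, 0.873, then 0.817). That last library had the lowest length trend of all allografts (Spearman −0.438 across genes), and the library with low Foxp3 had the lowest total of its group (40.3 M).

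Replicate 5 of the primary tumours given 20 Gy and anti-PD-1 also stood out in its response to radiation, which was noticed in Cdkn1a (76.1 CPM, against 27.8 to 84.7 CPM in the 16 unirradiated primary tumours and 152 to 454 CPM in the other 15 irradiated ones). Over the 600 genes called with the same sign in both tumour kinds, a score set to 0 at the mean of the 0 Gy isotype group and to 1 at that of the 20 Gy isotype group was −0.011 in this tumour. It was −0.28 to 0.52 in the unirradiated tumours and 0.72 to 1.25 in the other irradiated ones. A tumour that was not exposed, or a wrong dose label, is argued against by the genes that 20 Gy lowered in the primary tumours, taken as a set. Over these 1180 genes the score was 0.590, above all unirradiated tumours (up to 0.327) and among the other irradiated ones (0.520 to 1.41). Over the 1395 raised genes it was 0.159, among the unirradiated tumours (up to 0.442) and below the irradiated ones (from 0.673). Mki67 also goes against exposure, at 157.6 CPM among the unirradiated tumours (75.4 to 245.0) and above the other irradiated ones (up to 120.1). The cell cycle list (6.09) lay within both ranges (5.62 to 6.78 unirradiated, 3.91 to 6.18 irradiated). An exchange of labels with an unirradiated primary tumour is argued against because 0 of those 16 reached the lowest score of the other irradiated tumours. Low depth is argued against by a total of 51.4 M, above the 34.7 to 44.2 M of the other tumours of its group.

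A low content of immune cells may lower the immune genes of the response in this tumour. Its macrophage list lay at a mean log2 CPM of 5.44, below every other primary tumour (from 6.53 unirradiated and 6.73 irradiated). The T cell and cytotoxic list (0.316) and the B cell list (−0.177) also lay below every other primary tumour (from 0.929 and 0.0487). The MHC class II list (4.40) was below the unirradiated tumours (from 5.39) but not the irradiated ones (from 4.35). The inhibitory receptor list (1.21) was below the irradiated tumours (from 1.30) but not the unirradiated ones (from 1.13). The neutrophil and monocyte list goes the other way, at 4.54 among the irradiated tumours (2.23 to 6.32). It was high among the unirradiated ones (1.502 to 5.136), so not all immune lists were low. Over the 21 score genes that do not follow the 6 immune lists (correlation below 0.3) its score was 0.227, still among the unirradiated tumours (up to 0.293). Over genes of the primary comparison chosen in the same way it was 0.567 for 47 raised genes, between the unirradiated (up to 0.299) and the irradiated tumours (from 0.716), and 0.688 for the lowered genes. With limits of 0.4 and 0.5 the raised genes gave 0.471 and 0.303. So few immune cells and a weaker response of the tumour cannot be told apart, because few genes are free of the immune lists. A lower absorbed dose was not tested. The p53 target list, at 4.35, lay among the unirradiated tumours (4.31 to 4.74) and below the other irradiated ones (from 4.81). Which cells carry those transcripts in tumours made by deleting p53 is open. Without this tumour 11 panel genes in place of 7 passed for the primary combination, as they also did without replicate 8 of its group or replicate 4 of the 0 Gy isotype group, so that change is not particular to it.

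Swap70 was the 1 gene whose change after 20 Gy differed between the tumour kinds in edgeR (difference of log2 fold changes −0.92, SE 0.17, adjusted p 0.0393, from 0.00182 to 0.541 over the 7 alternatives and up to 0.649 with 1 tumour left out). It went from 69.9 to 104.3 CPM in the allografts and from 99.2 to 78.1 CPM in the primary tumours. The call was lost under 5 of the 7 alternatives, while the difference stayed between −0.92 and −0.85 over these 7, and between −0.98 and −0.84 with 1 tumour left out. Of 60 divisions of the tumours, the real one included, 8 gave at least 1 called gene for this interaction (the largest other count was 2134). These divisions exchanged dose labels within each tumour kind, which also removes the dose effect that the kinds share. They therefore do not measure chance for a difference between the kinds, and chance is not excluded. A difference between tumours of a single line and primary tumours, which the design names, stays open and untested.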

How the results depend on the processing

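The alternatives with a covariate for Xist and with a covariate for the gene length trend were chosen only after the result was seen. No paired analysis was possible because replicate numbers were given in accession order and pair no tumours. The cause of each change given here was not tested, except where fewer tumours or another set of samples in the fit is the alternative itself.

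Radiation gave called genes under every alternative in both tumour kinds, but the allograft counts moved by more than 1.5 times under many. For 20 Gy against 0 Gy with isotype in the allografts (912 genes) the count was 196 with the identifier covariate (191 shared with the 912), 372 with all 48 samples in 1 fit (351 shared), 461 with the Xist covariate (453 shared), 1433 with the length trend covariate (907 shared) and 1530 under DESeq2 (906 shared). With anti-PD-1 in both groups (703 genes) it was 1 with only the 2 groups compared, 1.2e+02 (rounded) with all 48 samples, 283 with the Xist covariate (270 shared) and 1664 under DESeq2 (701 shared). For the allograft combination (1714 genes) it was 851 with all 48 samples (809 shared), 1075 with only the 2 groups (1031 shared), 1129 with the Xist covariate (1082 shared), 2626 under DESeq2 (1709 shared) and 2846 with the length trend covariate (1706 shared). In the primary tumours the 2575 genes of 20 Gy with isotype ranged from 2084 to 3532 over 8 alternatives, within 1.5 times. With anti-PD-1 in both groups (1407 genes) the count was 822 with only the 2 groups (782 shared), 2156 with all 48 samples (1397 shared) and 2188 under DESeq2 (1398 shared). For the primary combination (2446 genes) it was 1384 with only the 2 groups (1342 shared). The baseline count (1738) was 873 with all 48 samples and the identifier covariate (708 shared) and 2868 under DESeq2 (1735 shared).

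The counts of 0 for anti-PD-1 alone and for the interactions, all from edgeR, became 3 and 5 under DESeq2 for anti-PD-1 in the primary tumours at 0 and 20 Gy (412 and 1443 genes with an unadjusted p below 0.05 in edgeR). They became 1 for dose by antibody in the primary tumours (756 unadjusted), 1 for tumour kind by antibody (146) and 4 for tumour kind by combined treatment (1239). In the allografts the DESeq2 counts were 0 as well (299 and 682 unadjusted for anti-PD-1, 269 for the interaction). The single edgeR gene for tumour kind by dose (1914 unadjusted) became 0 with size factors from DESeq2, without a filter and with the muscle, Xist and identifier covariates, 3 with the length trend covariate (Coro1b, Pea15a and Swap70, named after their values were seen) and 5 under DESeq2.

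Under fry the called lists went from 9 to 3 and from 7 to 0 in the allografts (20 Gy, anti-PD-1), and from 11 to 6, from 5 to 0 and from 8 to 5 in the primary tumours (20 Gy, anti-PD-1, combination). The panel count for anti-PD-1 in the allografts went from 0 to 7 without a filter and to 7 under DESeq2, and that of the primary combination from 7 to 11 under DESeq2. The difference in spread was 0.477 over a wider set of variable genes, 0.226 over all genes and 0.643 without muscle-correlated genes, each with an exact p of 0.0286. The correlation of radiation effects was 0.252 by rank and 0.527 with both antibody arms averaged, where 1550 genes were called in both kinds with the same sign.

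Leaving out 1 tumour moved the allograft count for 20 Gy with isotype to between 294 and 1415. It was 353, 294, 1415 and 302 without replicates 1 to 4 of the 0 Gy group and 588, 512 and 450 without replicates 1, 3 and 4 of the 20 Gy group. With anti-PD-1 the range was 184 to 1275, with 266 and 184 without replicates 2 and 4 at 0 Gy and 435, 231 and 1275 without replicates 2, 3 and 4 at 20 Gy. The allograft combination ranged from 919 to 2320 (919, 1050 and 1030 without replicates 1, 2 and 4 of the isotype group at 0 Gy). In the primary tumours 20 Gy with isotype ranged from 1706 (without replicate 5 at 20 Gy) to 3091, 20 Gy with anti-PD-1 from 896 (without replicate 4 at 20 Gy) to 1928, and the combination from 1761 to 3223. The baseline ranged from 732 to 2187 (973, 732 and 810 without allograft replicates 1, 2 and 4). Both comparisons of anti-PD-1 alone gave 0 to 0 in each tumour kind, as did dose by antibody in both kinds and tumour kind by antibody. Tumour kind by combined treatment gave 0 to 1, with 1 gene (Nr4a1) without replicate 4 of the allografts given 20 Gy and anti-PD-1. Tumour kind by dose gave 0 to 2. It gave 2 (Swap70 and Tph2) without replicate 3 of the 20 Gy isotype allografts, 1 (Swap70) without replicate 4, 5 or 8 of the 0 Gy isotype primary tumours or replicate 6 of the 20 Gy isotype ones, and 0 without any of the other 19 tumours.

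The panel count ranged from 3 (without replicate 4 of the 0 Gy isotype group) to 7 for 20 Gy in the allografts. For anti-PD-1 in the allografts it ranged from 0 to 7, with 5, 7 and 1 without isotype replicate 3 and anti-PD-1 replicates 2 and 4. It ranged from 6 to 9 for the allograft combination, 6 to 9 for 20 Gy in the primary tumours, 0 to 0 for anti-PD-1 there, 5 to 11 for the primary combination (11 without replicate 4 of the isotype group or replicate 5 or 8 of the treated group) and 5 to 7 at baseline. The count of lists ranged from 7 to 10, 5 to 9 and 9 to 11 in the allografts (20 Gy, anti-PD-1, combination). In the primary tumours it ranged from 8 to 11, 4 to 8 (8 without isotype replicate 6) and 5 to 12 (5 without replicate 4 of the treated group), and at baseline from 7 to 8. The difference in spread ranged from 0.520 to 0.911 with 1 of the 16 allografts left out. It was not computed with a primary tumour left out.

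Among 539 list values under other alternatives 49 fell below the threshold and 9 passed it newly, and among 1092 values with 1 tumour left out the numbers were 52 and 46, with 4 reversed. Under anti-PD-1 in the allografts the skeletal muscle median went from −0.28 (camera direction up) to −0.69 without isotype replicate 1 (camera direction down, adjusted p 0.000798). Over all tumours left out this median (list skeletal muscle, allograft: anti-PD-1 against isotype, 0 Gy) ranged from −0.99 to 0.62. The neutrophil and monocyte median went from 0.84 to −0.086 without anti-PD-1 replicate 3 (adjusted p 0.122), in a range up to 1.12. Under anti-PD-1 in the primary tumours the type I interferon median went from −0.14 to 0.32 without isotype replicate 4 (adjusted p 7.72e-05), in a range down to −0.31. The neutrophil and monocyte median there went from 0.86 to −0.21 without anti-PD-1 replicate 4 (adjusted p 0.804), in a range up to 1.22. Of 865 values of named genes 24 fell below the threshold and 33 passed it newly, with 9 changes of sign among uncalled values. Of 1536 with 1 tumour left out 42 fell and 47 passed, with 30 such changes of sign. Among the genes with the smallest p, calls were lost by Slfn4 (adjusted p 0.0767) for 20 Gy with isotype and by Idi1 (0.0732) for 20 Gy with anti-PD-1 in the fit of all 48 samples. Herc6, Ifit1bl1, Idi1 and Cyp51 lost theirs with only the 2 groups compared (0.0531 to 0.0570), all by edgeR.

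Totals differed by less than 2-fold between tumours. Depth limits genes below 1 CPM such as Ifng in the primary tumours, where 1 CPM is 31.8 counts in the shallowest library.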

Other observations

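The tests of the Y-linked transcripts, of Xist against them (within 8 and over all 16 allografts), and of gene length and depth behind other divisions of the allografts, and the covariates for Xist and for the length trend, were chosen only after the result was seen.

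For each count of called genes, other divisions of the same tumours into groups of the same sizes were refitted. In the primary tumours none of the other drawn divisions reached the real count, so that 1 of 100 did for 20 Gy with isotype (largest other count 474), for 20 Gy with anti-PD-1 (193) and for the combination (824), and chance can be excluded. The same held for the baseline (1 of 100, largest other 9). For the allograft combination 1 of 35 did (largest other 1), but 2 of 35 with the length trend covariate described below, so by the number of genes chance can be excluded there only without that covariate. In the allografts 2 of 35 divisions gave at least the 912 genes of 20 Gy with isotype and 3 of 35 at least the 703 of 20 Gy with anti-PD-1, so by the number of genes alone chance cannot be excluded. For the genes shared with other tumours more is known: these 2 comparisons share no tumours, yet 489 genes were called in both, all with the same sign, and 602 of the isotype calls were also called in the primary tumours where 131.7 were expected. Of the 894 isotype calls tested in both kinds, 851 had the same sign in the primary tumours, called there or not. Under the combination 897 genes were called in both kinds, all with the same sign. That argues against chance for the shared genes, and goes against it for most of the isotype calls, while calls of single genes outside these stay open. A count of 0 is reached by every division, so the divisions say nothing about the edgeR counts of 0: 35 of 35 for each comparison of anti-PD-1 alone in the allografts (299 and 682 genes unadjusted at 0 and 20 Gy, DESeq2 0), and 100 of 100 for each in the primary tumours (412 and 1443 unadjusted, DESeq2 3 and 5). The same applies to the 60 of 60 for dose by antibody in the allografts (269 unadjusted, DESeq2 0) and in the primary tumours (756, DESeq2 1), for tumour kind by antibody (146, DESeq2 1) and for tumour kind by combined treatment (1239, DESeq2 4).

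The allograft divisions with more calls were 1 with 1205 genes for isotype (replicates 1, 2 and 4 at 0 Gy with replicate 1 at 20 Gy against the rest) and, for anti-PD-1, 1 with 3099 genes (replicate 1 at 0 Gy with replicates 1, 2 and 3 at 20 Gy against the rest) and 1 with 1701 genes (replicates 1 and 3 at 0 Gy with 2 and 3 at 20 Gy). A candidate explanation is a trend of expression with gene length that differs between libraries. Per library its Spearman correlation with exon length ran from −0.438 to 0.389 in the allografts (12446 genes) and from −0.451 to 0.382 in the primary tumours (12586 genes). The divisions with 1205 and 3099 genes separate the libraries exactly by this trend, and the one with 1701 does not. Fold changes of the 3099-gene division correlated with exon length by 0.393 in size, a size reached by 4 of the 35 divisions, against 0.163 for the real groups. For the 1205-gene division it was 0.236, reached by 11 of 35 and so not unusual, against 0.117 for the real groups. With the trend as a covariate the counts of the 3 divisions became 0, 0 and 285 (for 1205, 3099 and 1701), partly by construction because the covariate is nearly the same as the first 2 divisions, and the real counts became 1433 and 991. Then 1 of 35 divisions reached the real count in both comparisons, and 2 of 35 in the combination (2924 against 2846). Depth argues against itself as the source, since totals of the sides overlap (40.0 to 51.4 M against 36.8 to 54 M). The trend is not confined to these comparisons. Spearman's correlation of fold change with exon length was −0.220 for 20 Gy with isotype in the primary tumours. It was 0.226 at baseline and −0.301 for tumour kind by dose. In that primary comparison the median exon length was 3103 bases for genes called higher and 4881 for those called lower. Part of those calls may therefore follow the trend. What produced the length trend was not tested, and neither was GC content.

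The first digit of the animal identifier differs between groups: it was 4 in 1 of 4 allografts at 0 Gy with anti-PD-1, 0 of 4 at 0 Gy with isotype, 1 of 4 at 20 Gy with anti-PD-1 and 3 of 4 at 20 Gy with isotype. With this digit as a covariate the allograft radiation count fell from 912 to 196. For the digit itself edgeR called 0 genes (911 of 17746 with an unadjusted p below 0.05; DESeq2 was not run for this term), which excludes no expression differences that go with it, since few tumours carry a 4 and they are mostly irradiated. All 5 allografts with a 4 had Xist at 71.0 to 177 CPM, while 3 of the 11 others had Xist above 10 CPM. The overlap of digit and dose raised the SE of the named genes by a median of 17.7%, and 3 of the 6 named genes stayed within 1 SE of their value. Whether that overlap or expression differences account for the loss stays open, since the design confounds the digit with dose in these groups. What the digit stands for is not known here.

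Idi1, Cyp51, Stard4 and Hmgcs1, named among the genes lower after 20 Gy, belong to sterol synthesis and its regulation. After they were seen, a list of 19 such genes was written before its test, and 14 of them were not named by p. The 14 were read in the same tumours that had prompted the list, so their test is not independent of the named genes. With isotype, 14 of 14 were lower in the allografts (median log2 fold change −0.75, 6 called; fry adjusted p 0.000699) and 14 of 14 in the primary tumours (median −1.12, 14 called; fry adjusted p 4.29e-05). A different content of skeletal muscle is argued against, since the medians were −0.74 and −1.05 with the muscle covariate. These values are consistent with a lower expression of sterol synthesis genes as a set on day 3 after 20 Gy. Which cells carry it was not tested.

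In 2 primary tumours given 20 Gy and anti-PD-1, replicates 2 and 3, Y-linked transcripts were low while Xist was near 0. Ddx3y was at 18.2 and 5.89 CPM against at least 47.3 CPM in the 17 other primary tumours with Xist below 10 CPM (median 57.4 CPM; Xist was 5.94 and 2.08 CPM in 2 of the 17 and below 1 CPM in the rest). Over 4 Y-linked genes the highest ratio to the lowest other tumour was 0.408. A mixture with cells of an animal that expresses Xist is argued against by Xist at 0.252 and 0.114 CPM. Loss of the Y chromosome from part of the cells may explain these values, and lower transcription of the 4 genes for another reason stays open.

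All 16 allografts held Y-linked transcripts and 8 of them also Xist above 10 CPM, so these 8 may hold Y-carrying graft cells and Xist-expressing host cells. Xist was above 10 CPM in 1 of 4 allografts at 0 Gy and in 3 of 4 at 20 Gy, in each antibody arm, so it is partly confounded with dose. If host cells diluted the graft, Y-linked transcripts would fall as Xist rises. Over all 16 allografts, with values centred within the 4 groups, Pearson's r of Xist and the mean of the Y-linked genes was −0.712 (exact permutation of pairings within groups, p = 0.00548), as dilution needs. The mean log2 CPM of the Y-linked genes was 2.54 to 4.71 in the 8 tumours with Xist above 10 CPM and 4.79 to 5.22 in the 8 others. Over the 8 tumours with Xist Pearson's r was −0.806 (exact permutation test of pairings, p = 0.0683) and Spearman's rho −0.333 (p = 0.428). Without the 2 tumours farthest from the median Xist, r was −0.589 (exact p 0.197), so how the Y-linked transcripts follow the amount of Xist among these 8 stays open. A loss of Y-linked transcripts in graft cells of these tumours was not tested.

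Because all allografts came from 1 line, genes called at baseline were examined for a property of that line. Of the 1738 called genes 10 separated all 16 allografts from all 32 primary tumours whatever the treatment. A property of the line and the allograft state both predict such genes, so this count does not bear on which it is. They cannot be told apart in this design, because no allograft came from another line.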
